# H19 long noncoding RNA alters trophoblast cell migration and invasion by regulating TβR3 in placentae with fetal growth restriction

**DOI:** 10.18632/oncotarget.9534

**Published:** 2016-05-21

**Authors:** Lisa Zuckerwise, Jing Li, Lingeng Lu, Yi Men, Tingting Geng, Catalin S. Buhimschi, Irina A. Buhimschi, Radek Bukowski, Seth Guller, Michael Paidas, Yingqun Huang

**Keywords:** fetal growth restriction, H19 long noncoding RNA, TβR3, trophoblast

## Abstract

Fetal growth restriction (FGR) is a well-recognized risk factor for perinatal mortality and morbidity, as well as neurodevelopmental impairment and adulthood onset disorders. Here we report that the H19 long noncoding RNA (lncRNA) is significantly decreased in placentae from pregnancies with FGR. Downregulation of H19 leads to reduced migration and invasion of extravillous trophoblast (EVT) cells *in vitro*. This is consistent with reduced trophoblast invasion that has been observed in FGR. Genome-scale transcriptome profiling of EVT cells reveals significantly decreased expression of the type III TGF-β receptor (TβR3) following H19 knockdown. Decreased TβR3 expression is also seen in FGR placentae. TβR3 repression decreases EVT cell migration and invasion, owing to impaired TGF-β signaling through a non-canonical TGF-β signaling pathway. Further, we identify TβR3 as a novel regulatory target of microRNA let-7. We propose that dysregulation of this newly identified H19/TβR3-mediated regulatory pathway may contribute to the molecular mechanism of FGR. Our findings are the first to show a lncRNA-based mechanism of FGR, holding promise for the development of novel predictive, diagnostic, and therapeutic modalities for FGR.

## INTRODUCTION

Fetal growth restriction (FGR), defined as estimated fetal weight below the 10th percentile, identifies a group of fetuses who are at risk for perinatal and longer term mortality and morbidity [1, 2]. Perinatal morbidity associated with FGR includes neonatal encephalopathy, cerebral palsy, sepsis, seizures, respiratory distress, prolonged hospitalization and need for intensive care unit admission. These risks increase with severity of growth restriction. In preterm infants with FGR, a large retrospective study of over one million neonates found an increased risk of respiratory distress syndrome, intraventricular hemorrhage, and necrotizing enterocolitis as compared to appropriately sized gestational-age matched neonates [3]. The increased morbidity associated with FGR extends beyond the neonatal period. FGR is associated with increased risk of cardiovascular and endocrine disorders in adulthood [4]. Additionally, children from pregnancies with FGR have demonstrated significantly lower academic achievement in school as well as lower professional achievement in adulthood [5, 6]. The molecular mechanisms underlying FGR remain in the majority of cases poorly understood.

Proper placental development is essential for fetal growth and survival. The extravillous trophoblast (EVT), a subset of placental cells, plays a critical role in this process. EVT cells migrate and invade into the uterine wall, leading to remodeling of the maternal vasculature. This remodeling yields a low-resistance, high-capacity perfusion system that allows for adequate exchange of oxygen, nutrients and key molecules at the maternal-fetal interface. The migratory and invasive properties of EVT are stringently controlled and derangement can lead to pathological conditions. Indeed, suboptimal trophoblast invasion has been associated with FGR and preeclampsia, whereas excessive trophoblast invasion has been linked to placenta accreta and choriocarcinoma (reviewed in [7, 8]).

The *H19* gene encodes a polyadenylated, long noncoding RNA (lncRNA) of 2,600-nt that predominantly resides in the cytoplasm but with a minor fraction also found in the nucleus [9, 10]. *H19* is abundantly expressed both in placentae and embryos, and is strongly down-regulated after birth in most adult tissues [9]. Mechanistically, it has been shown that H19 lncRNA (herein called H19) in the nucleus recruits repressive histone markers to differentially methylated regions of a group of imprinted network genes, thereby inhibiting their transcription and contributing to embryo growth regulation in the mouse [10]. Nuclear H19 also serves as precursor for microRNA miR-675 in a cell/tissue-specific and developmentally regulated manner [11–13]. In the mouse, through the action of miR-675, *H19* maintains adult hematopoietic stem cells [12], promotes skeletal muscle differentiation and regeneration [13], and results in the physiological inhibition of placental growth just before birth [11]. In the cytoplasm, H19 acts as a molecular sponge for microRNA let-7 thereby reducing its bioavailability and preventing it from repressing target gene expression at the posttranscriptional level [14]. Through this action, H19 plays a role in regulation of muscle cell differentiation [14], glucose metabolism [15], tumor metastasis [16], and endometrial development [17].

Altered imprinting or epigenetic regulation of the *H19*–*Igf2* locus in human has been associated with altered placental and fetal growth as well as pregnancy complications ([18, 19], and reviewed in [20]). However, the underlying molecular mechanism of H19's role in placentation remains poorly defined. Using *in situ* hybridization it was shown that *H19* is highly expressed in human placental intermediate trophoblast, cytotrophoblast (including EVT), and syncytiotrophoblast tissue [21], suggesting an important role for *H19* in trophoblast physiology.

In this report, we investigate a mechanism through which H19 participates in the pathogenesis of FGR. We find that H19 is significantly decreased in human placentae with idiopathic FGR. We provide evidence that depressed H19 reduces TGF-β signaling through a non-canonical pathway activated by TβR3, leading to impaired migration and invasion of EVT cells. We propose that dysregulation of this newly identified H19/TβR3-mediated regulatory pathway may contribute to the underlying mechanism of idiopathic FGR.

## RESULTS

### H19 promotes EVT migration and invasion by inhibiting microRNA let-7

We have previously reported that H19 promotes migration and invasion of tumor cells by decreasing the bioavailability of microRNA let-7 [16]. Bearing multiple binding sites for let-7, H19 binds to and sequesters let-7, preventing it from repressing target gene expression at the posttranscriptional level [14]. Given the abundance of H19 in the EVT [21], and its known role in regulating migration and invasion, we hypothesized that H19 might function to regulate EVT development. Thus, effects of H19 repression on EVT were evaluated using HTR-8/SVneo (called HTR herein), a cell line derived from human first trimester EVT [22]. H19 was knocked down using siRNA (siH19, [14, 16]) in the presence and absence of a let-7 inhibitor (iLet7, [14, 16]), followed by analysis of cell migration and invasion using transwell assays. iLet7s are chemically modified oligonucleotides that specifically bind to let-7 and inhibit its activity. The rationale for including iLet7 was to confirm the contribution of let-7 to the H19-mediated pathway, as H19 has other functions besides sequestering let-7 [10–13, 23]. Thus, in the presence of iLet7, we would expect that the effects of H19 knockdown on EVT would be attenuated, as iLet7 would neutralize let-7 released from H19 sequestration. The ability of iLet7 to relieve inhibition of other let-7 targets has been previously documented [15–17].

When H19 was downregulated by siH19 (Figure 1A, compare middle column to left column), there was a concomitant decrease in cell migration (Figure 1B, compare middle column to left column) and invasion (Figure 1C, compare middle column to left column). The decreases in cell migration and invasion were not due to decreased cell proliferation and/or increased cell death (Supplementary Figure 1A). A combination of iLet7 and H19 knockdown (Figure 1A, compare right column to left column) restored both migration (Figure 1B, right column) and invasion (Figure 1C, right column) to control levels. Next, we performed reciprocal experiments by overexpressing H19. We transfected HTR with an H19-expressing plasmid pH19 [14, 16] or an empty vector as a negative control. H19 overexpression (Figure 1D) led to an increase both in migration (Figure 1E) and invasion (Figure 1F) which was not due to either increased cell proliferation and/or decreased cell death (Supplementary Figure 1B). Collectively, these results suggested that H19 promotes migration and invasion of EVT cells and that this regulation is achieved at least in part by reducing the bioavailability of let-7.

**Figure 1:**
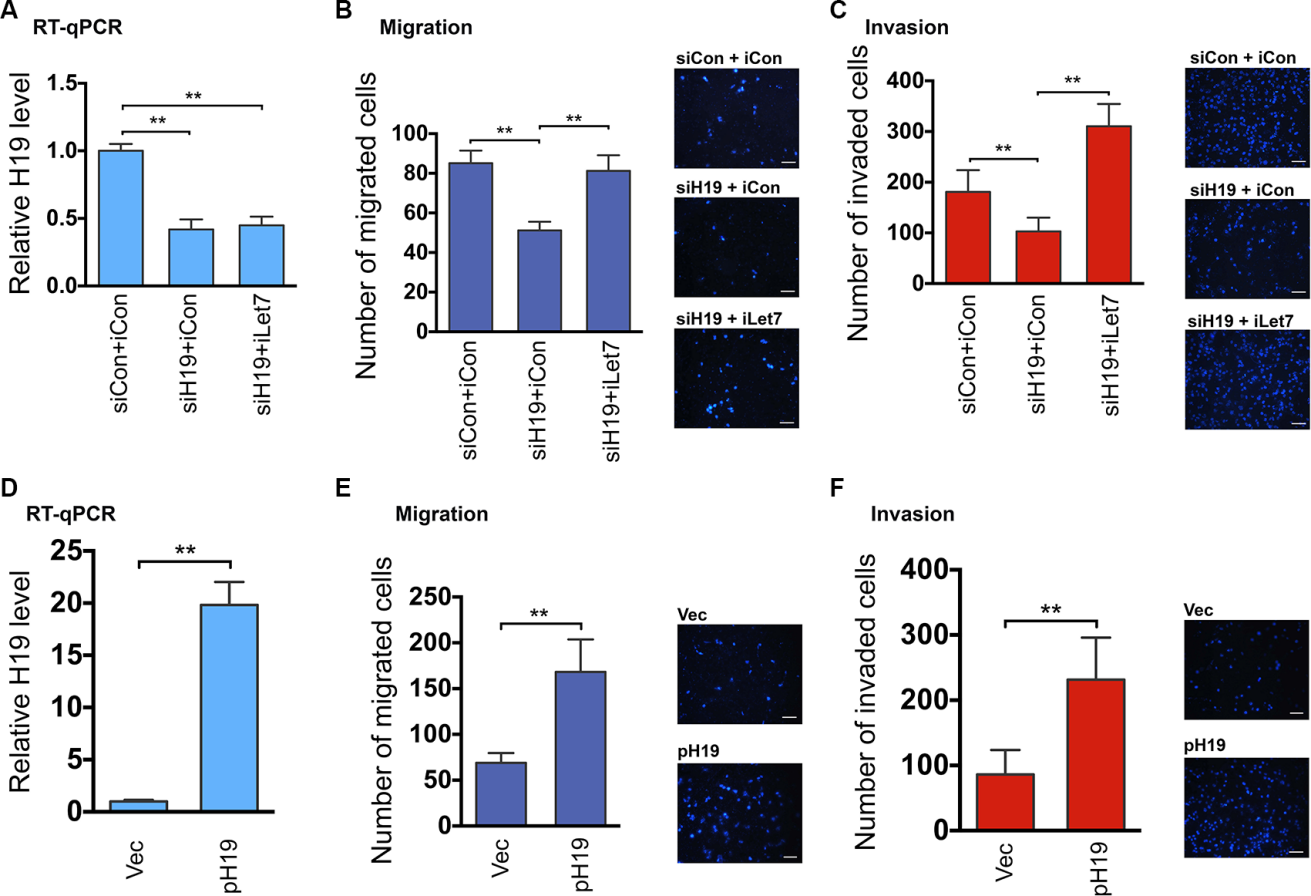
The H19/let-7 axis regulates trophoblast cell migration and invasion (**A**–**C**) HTR cells were transfected with siCon (control siRNA) plus iCon (microRNA inhibitor control), siH19 (H19-specific siRNA) plus iCon, or siH19 plus iLet-7 (let-7-specific inhibitor). RNAs were extracted 48 h post-transfection and analyzed by RT-qPCR. Relative H19 levels after normalization against beta-tubulin mRNA are presented in A. For cell migration and invasion analyses, 48 h following transfection, equal numbers of cells from each group were seeded into upper chambers. Migration and invasion were allowed to occur for 20 h and 36 h, respectively. Group t tests were performed to compare each data point with the control (siCon+iCon). Numbers are mean ± SD (*n* = 3). **p < 0.01. Representative Dapi-stained images of migrated (B) and invaded (C) cells are presented on the right. Original magnification: ×100. Size bar: 50 μm. (**D**–**F**) HTR cells were transfected with empty vector or pH19 (H19-expressing plasmid). RNAs were extracted 48 h post-transfection and analyzed by RT-qPCR (D). Results of cell migration (E) and invasion (F) are presented. Group t tests were performed to compare each data point with the control (Vec). Numbers are mean ± SD (*n* = 3). **p < 0.01.

### TβR3 is a target of the H19/let-7 axis

To identify downstream genes that mediate the H19/let-7-dependent regulation of EVT, we took a genome-wide approach. 

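HTR cells, the HTR-8/SVneo line of immortalized human extravillous trophoblasts, were compared 48 h after transfection with a control siRNA (siCon) or an siRNA against H19 (siH19). The labels list 6 libraries per group, made strand-specifically from total RNA after depletion of ribosomal RNA. Non-polyadenylated RNAs such as histone mRNAs are therefore not lost by selection. The authors' deposited table gives 23273 genes with 1 pooled FPKM value per group and the p- and q-values of Cuffdiff 2.1.1, after alignment with TopHat2 2.0.7. In the authors' deposited table, 12453 genes were tested, 10817 had too little signal for a test, 2 had too much and 1 failed. The table holds no values or read counts per library, so the depth and the spread between libraries are unknown and no replicate error can be given. The submitters' notes name the mouse build mm10, whereas the symbols and chromosomes are human and no human build is named. A gene was taken as called higher or lower where the authors' q-value was under 0.05. Log2 fold changes, siH19 over siCon, were computed from the FPKM values without a pseudocount. For tested genes they lie within 1.3e-05 of the deposited ones. Their median over the 12256 tested genes with a mean FPKM of at least 1 was -0.03; FPKM is already scaled between libraries, which keeps this median near 0. The gene lists and the main settings were fixed before the data were examined, apart from about 40 rows of the paper's table that had been read, and settings added later are named as such. Counts of called genes in a list cover all its tested genes, whereas its median covers those with a mean FPKM of at least 1. The median of each list was ranked among 10000 random lists of equal size matched on mean FPKM. A list stood apart where its median lay among the lowest or highest 0.5% of these, which describes these libraries and is not a test across replicates.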

HTR cells were transfected with siCon and siH19, and RNAs were extracted 48 h later and subjected to high throughput RNA deep sequencing (RNA-seq). 

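H19, the lncRNA that the siRNA targets, was lower in siH19 cells by a log2 fold change of -1.14. In the authors' deposited table its FPKM was 4.05 in siCon and 1.84 in siH19 cells (q = 0.000115). TGFBR3, which encodes the type III TGF-β receptor, fell by 1.32 on the log2 scale, from 2.17 to 0.872 FPKM in the authors' deposited table (q = 0.000115). Among tested genes this was the 50th largest decrease, and that of H19 was the 81st. STEAP3, a metalloreductase of iron uptake, had the largest increase of the genes named by rule, with a log2 fold change of 2.88. SCUBE3, CHPF, TOP1MT, SCN1B, LRFN1, YWHAH, TLN1, DIRAS3 and KCNQ2 followed, at 2.40 to 2.00. Of these 10 genes, 6 (STEAP3, CHPF, TOP1MT, SCN1B, YWHAH and TLN1) hold the heptamer GCAGTAC in their longest 3' UTR, which 589 of 11416 tested genes do. GCAGTAC was picked from these same fold changes for the high median of its genes. Its frequency among the largest increases is therefore not independent of that choice. The design compares siH19 with siCon only, so effects of either siRNA on other genes cannot be told apart from H19 loss. YWHAH encodes a 14-3-3 adaptor protein, TLN1 the integrin-binding protein talin, and DIRAS3 an imprinted Ras-like GTPase. C15orf48 had the largest decrease named by the same rule, with a log2 fold change of -1.82. HIST1H2BF, MPP4, TRIM16L, S1PR1, KYNU, HMGN5, BSCL2, SH3BGR and CLDN1 followed, at -1.59 to -1.40. S1PR1 is a receptor of sphingosine 1-phosphate and CLDN1 the tight junction protein claudin-1. The authors' deposited table calls 3738 genes higher and 4428 lower, which is 65.6% of the genes tested. Most called changes were small, since 6492 of them (79.5%) were under 1.5-fold. Among the 470 called genes that changed at least 2-fold, 360 were higher and 110 lower. The smallest p-value the authors' test gives, 5e-05, is shared by 5417 genes, so q-values do not rank them. With a pseudocount of 1 FPKM the log2 fold change of TGFBR3 was -0.76, because its FPKM was low in both groups.

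**Figure D1:**
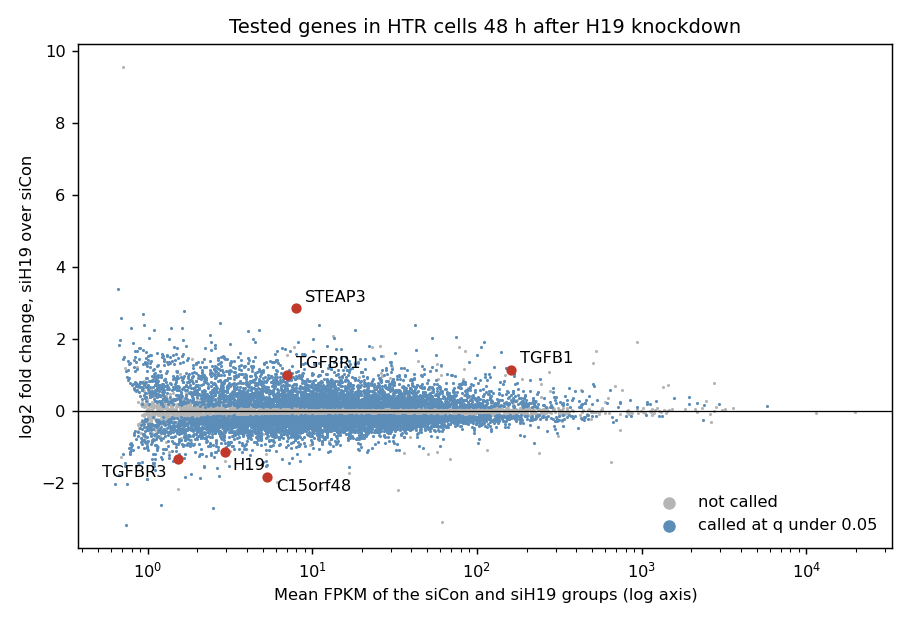
Log2 fold change, siH19 over siCon, against the mean FPKM of both groups (log axis) for tested genes with a finite fold change. Each point is 1 gene, in blue where the authors called it at q under 0.05; H19 at -1.14 and TGFBR3 at -1.32 lie below 0, and TGFBR1 at 1.00 and TGFB1 at 1.14 above.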

Among the numerous genes that showed significantly altered expression as a result of H19 repression (Supplementary Data 1, and Gene Expression Omnibus (GEO) accession number GSE80237) was the type III TGF-β receptor (TβR3, also called betaglycan). The family of TGF-β cytokines (including TGF-β1, TGF-β2, and TGF-β3) signal by activating a receptor heterotetramer composed of two TβR1:TβR2 heterodimers [24] which subsequently phosphorylate (through TβR1's cytoplasmic kinase domain) the SMAD proteins which then move into the nucleus to orchestrate transcriptional responses [25]. TβR3 is unique in that its cytoplasmic domain lacks a kinase activity and that it functions as a direct regulator of TGF-β access to the signaling receptors. TβR3 binds and presents TGF-β to the TβR1:TβR2 complexes, thereby augmenting cell responsiveness to TGF-β [26]. We decided to focus on TβR3 for several reasons. First, TGF-β signaling is known to regulate EVT migration and invasion (reviewed in [8, 27]), but a role for TβR3 in these processes has not been documented. Second, human placental trophoblast cells in primary culture have been found to possess a predominant level of TβR3 and relatively lower levels of TβR1 and TβR2 [28]. Third, TβR3 has been shown to regulate invasion of non-placental cells. For example, TβR3 enhances invasion of epicardial cells through activating the Par6/Smurf1/RhoA pathway independent of SMADs [29], whereas loss of TβR3 results in decreased mesenchymal cell invasion [30]. Finally, downregulation of TβR3 expression was seen in H19 knockdown EVT cells and also in human FGR placentae where both H19 and TβR3 significantly decreased as compared to control placentae (see below).

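In siH19 cells TGFBR3 and the activin receptor gene ACVR2B were among 4 called lower of 11 tested genes for receptors and co-receptors of the TGF-β superfamily. The genes called higher numbered 3, among them TGFBR1 and the co-receptor gene ENG. TGFBR1, which encodes the kinase receptor TβR1, had a log2 fold change of 1.00, from 4.67 to 9.34 FPKM in the authors' deposited table (q = 0.000115). TGFBR2, the gene of the partner receptor TβR2, had a log2 fold change of -0.08 and was not called (q = 0.12 in the authors' deposited table). ACVR2B was at -1.13 and ENG at 0.68. Adjusted over the list alone, 3 receptor genes were higher and 4 lower, and the list's median of 0.03 lay at the 68.4th percentile of random lists.
TGFB1, which encodes the ligand TGF-β1, had a log2 fold change of 1.14, with 99.9 FPKM in siCon and 220 in siH19 cells in the authors' deposited table. TGFB3 was not called (0.05), and TGFB2 had too little signal for a test. Of 13 tested genes for superfamily ligands and latent TGF-β binding proteins, 10 were higher and none was lower, also when adjusted over the list alone. GDF11 (1.66), LTBP1 (0.98) and INHA (0.73) were among them. The median of 0.45 lay at the 99.96th percentile. It was at the 99.2th percentile when only genes of at least 5 FPKM were kept or, in a setting added after seeing the data, with matching on transcript GC content.
SMAD2, a signal transducer of TβR1, had a log2 fold change of 0.82, whereas SMAD3 at 0.02 was not called; the longest 3' UTR of SMAD2 holds the heptamer GCAGTAC and that of SMAD3 does not. Of 15 SMAD genes and regulators, 9 were higher and 4 lower, the same numbers when adjusted over the list alone, and the median of 0.20 lay at the 97.9th percentile. Of 23 tested textbook response genes of SMAD-dependent TGF-β signalling, 13 were higher and 5 lower, also when adjusted over the list alone. TIMP3 (1.82), TGFBI (1.17) and SERPINE1 (0.94), genes of the matrix and its turnover, were higher, and the cell cycle inhibitor gene CDKN2B was at -1.25. The median of 0.21 lay at the 99.7th percentile, at the 95.7th when only genes of at least 5 FPKM were kept, and at the 99.3th without genes that hold GCAGTAC, a setting added after seeing the data.
In the Par6/Smurf1/RhoA pathway, RHOA (-0.12), SMURF1 (-0.14) and PARD6B (-0.32) were called lower. RHOA had 484 FPKM in siCon and 446 in siH19 cells in the authors' deposited table (Cuffdiff q = 0.029). These values are RNA levels after H19 knockdown. The paper's evidence on this pathway is RhoA protein with and without TGF-β2, after knockdown of TβR3 or Par6. PARD6G (0.28) was called higher, and PARD6A at -0.09 was not called. Of 20 tested genes of this pathway and of Rho signalling, 5 were higher and 11 lower, also when adjusted over the list alone, and the median of -0.12 lay at the 8.15th percentile. ECT2, an activator of Rho GTPases, was at -0.46, DIAPH1, a formin, at -0.37 and LIMK2, a kinase of cofilin, at 0.36. The paper gives the lower TβR3 expression in H19 knockdown cells, together with that in FGR placentae, as 1 of its reasons to focus on TβR3.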

When H19 was downregulated (Figure 2A, left column, compare red bar with green bar), the level of TβR3 mRNA also decreased (middle column), while that of TβR1 mRNA was not affected (right column). Importantly, iLet7 was able to partially rescue TβR3 mRNA level to that of the control (middle column, compare blue bar to red bar), consistent with TβR3 being a target of let-7 inhibition. The incomplete restoration of TβR3 mRNA level by iLet7 suggested additional regulatory mechanisms underlying TβR3 expression (see Discussion). Indeed, bioinformatic analysis predicted binding sites for multiple let-7 family microRNAs including let-7g in the 3′-UTR of TβR3 (Figure 2B and Supplementary Figure 2). Transfection of let-7 into HTR cells destabilized TβR3 mRNA (Figure 2C, top panel) but not the negative control beta-actin mRNA (bottom panel), consistent with microRNA-induced mRNA target degradation [31]. Let-7-mediated inhibition of TβR3 expression was further confirmed by Western blot analysis of cells transfected with let-7 (Supplementary Figure 3). Taken together, these results suggested that TβR3 is a target of post-transcriptional regulation by the H19/let-7 axis in EVT cells.

**Figure 2:**
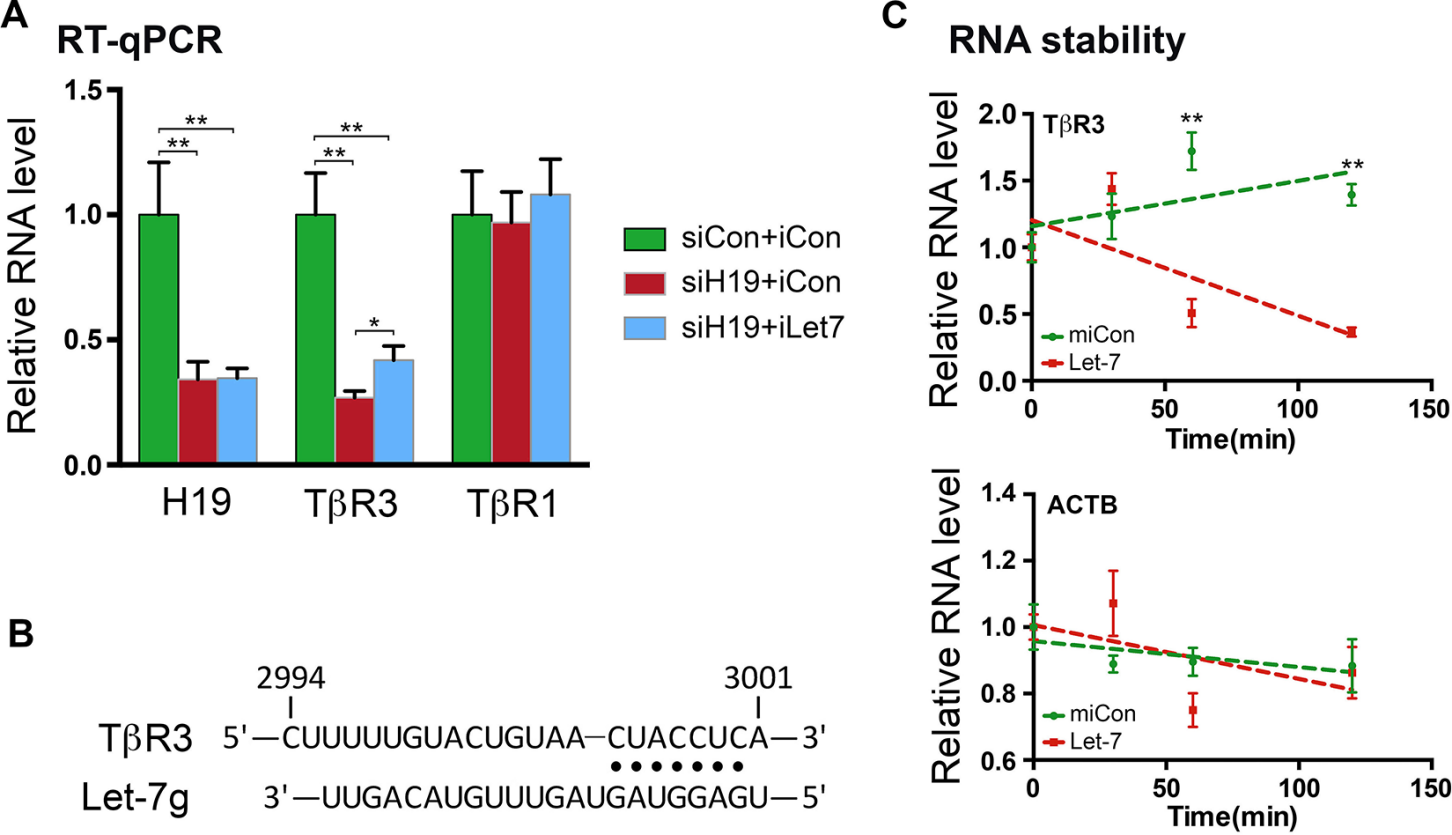
TβR3 is a target of the H19/let-7-mediated regulation (**A**) HTR cells were transfected with siCon plus iCon, siH19 plus iCon or siH19 plus iLet7. RNAs were extracted 48 h later and analyzed by RT-qPCR. The indicated RNA levels relative to those of the control (siCon+iCon, which were arbitrarily set as 1) are presented. One-sample *t* tests were performed to compare each data point with the siCon+iCon control. Numbers are mean ± SD (*n* = 3). **p < 0.01. (**B**) Schematic presentation of let-7g-binding site in TβR3 mRNA 3′-UTR. Partial sequence of human TβR3 (top) and the sequence of let-7g (bottom) are shown. Base-paired interactions between the microRNA seed region (position 2 to 8) and the target mRNA are indicated by dots. Numbers are in nucleotides relative to the transcriptional start site of TβR3. (**C**) HTR cells were transfected with Let-7 or miCon in the presence of the RNA polymerase inhibitor actinomycin D. RNAs were extracted at 0, 30, 60, and 120 minutes following incubation with the transfection mixture. TβR3 (upper panel) and beta-actin mRNA (bottom panel) levels were determined by RT-qPCR. Results are presented after normalization against beta-tubulin mRNA. Numbers are mean ± SD (*n* = 3). **p < 0.01.

### TβR3 affects EVT migration and invasion through a non-canonical TGF-β signaling

To confirm that TβR3 is a key downstream mediator of the H19/let-7 axis, TβR3 knockdown experiments were carried out in HTR cells and effects were evaluated. When TβR3 was reduced at both the mRNA (Figure 3A) and protein (Figure 3B) levels using a previously validated siRNA [32], cell migration (Figure 3C) and invasion (Figure 3D) also decreased without affecting cell viabilities (Supplementary Figure 4). These findings suggest that TβR3 positively impacts EVT migration and invasion. To determine the signal transduction pathway underlying the TβR3-dependent regulation, we first looked into the canonical SMAD pathway [25]. We observed no changes in SMAD phosphorylation upon TβR3 repression in HRT cells (Supplementary Figure 5). We next investigated the possible involvement of the non-canonical Par6/Smurf1/RhoA pathway previously shown to mediate TGF-β2 induced, TβR3-dependent epicardial cell invasion [29]. Upon TGF-β stimulation, TβR2 phosphorylates Par6, a key regulator of cell polarity and tight junction assembly. Activated Par6 recruits the E3 ubiquitin ligase Smurf1, which then targets RhoA for degradation [33, 34]. The Rho GTPase RhoA regulates cell motility through activation of a variety of downstream effector proteins [35]. Importantly, activation of the Par6/Smurf1/RhoA pathway which leads to RhoA degradation has been shown to be required for maintaining tumor cell motility and epicardial cell invasion [29, 33]. As TβR3 knockdown reduces EVT migration and invasion (Figure 3A–3D), we hypothesized that RhoA degradation induced by a Par6/Smurf1/RhoA signaling might be attenuated upon TβR3 knockdown. Thus, HTR cells were transfected with siCon or siTβR3, followed by TGF-β2 stimulation and RhoA protein level assessment using Western blot analysis. A decrease in RhoA was readily detectable upon TGF-β2 stimulation in siCon-transfected cells (Figure 3E, left panel, top blot, compare lane 2 to lane 1; 3F, left column, compare red bar to green bar). However, when TβR3 protein level was reduced, a RhoA decrease was no longer observed (Figure 3E, right panel, top blot, compare lane 4 to lane 3; 3F, middle column). To further support a role for this pathway, RhoA decrease was not observed (Figure 3E, right panel, top blot, compare lane 6 to lane 5; 3F, right column) in cells where Par6 protein level was downregulated (Figure 3E, right panel, compare lane 2 to lane 1) using a siRNA specific against human Par6 [36]. Taken together, these results suggested that the Par6/Smurf1/RhoA signaling is likely involved in the TβR3-mediated regulation of migration and invasion of EVT cells.

**Figure 3:**
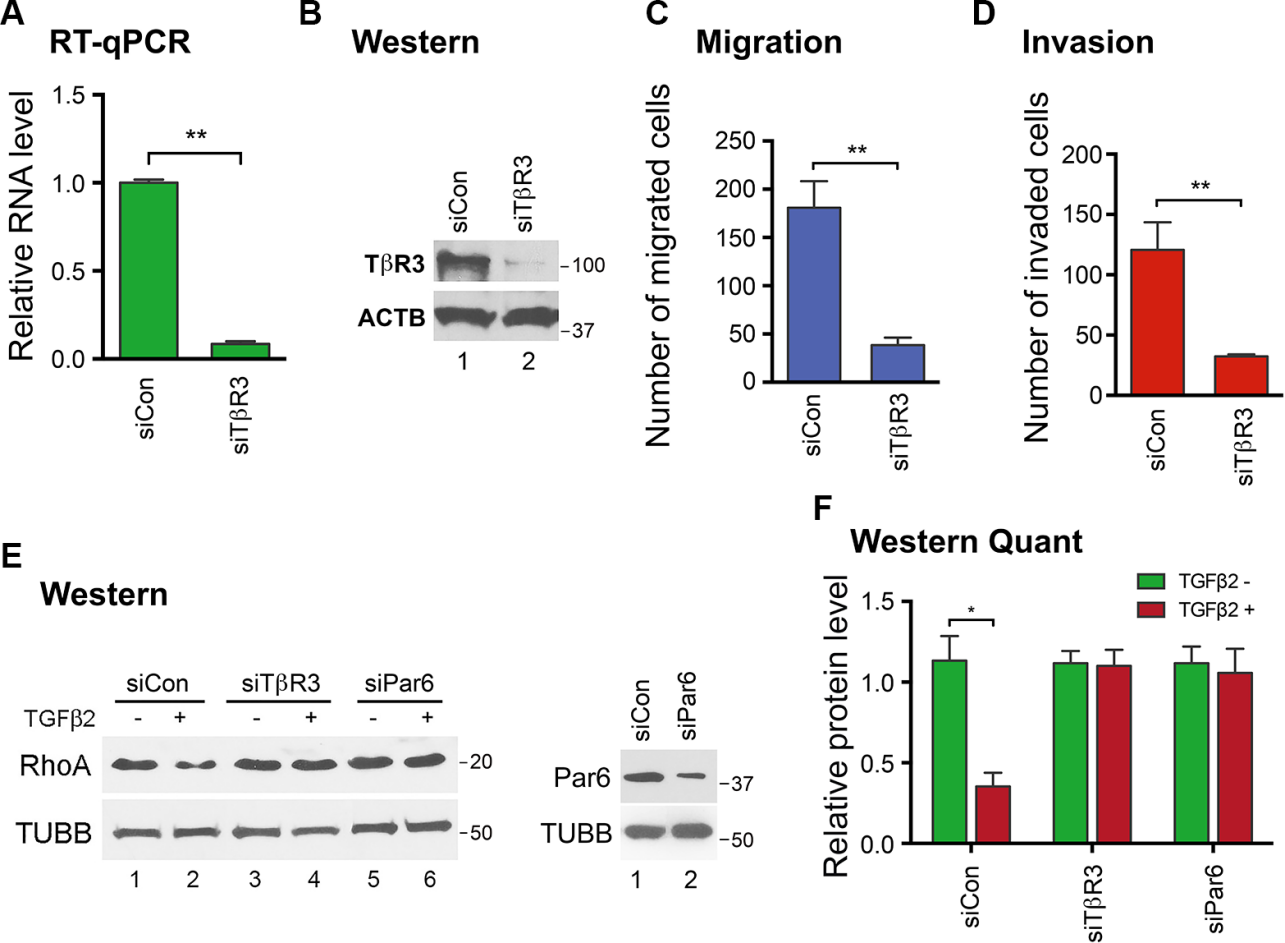
TβR3 positively impacts EVT migration and invasion through a non-canonical signaling pathway HTR cells were transfected with siCon or siTβR3. TβR3 RNA and protein levels were determined by RT-qPCR (**A**) and Western blot (**B**) analysis 48 h post-transfection. Protein molecular size markers in kDa are indicated on the right of the blots. Cell migration (**C**) and invasion (**D**) were analyzed 48 h post-transfection. Numbers are mean ± SD (*n* = 3). **p < 0.01. (**E**) HTR cells were transfected with siCon, siTβR3 or siPar6. In the left panel, at 48 h post-transfection, cells were treated with (+) or without (−)TGF-β2 for 6 h, followed by Western blot analysis to determine protein levels of RhoA (top blot) and beta-tubulin (bottom blot), which was used as a loading control. In the right panel, at 48 h post-transfection, proteins were extracted and Western blot analysis was carried out to determine Par6 protein levels. TUBB serves as a loading control. (**F**) Western blot quantifications using ImageJ from three independent transfection experiments are shown. One-sample *t* tests were performed to compare each data point with the siCon control. Numbers are mean ± SD (*n* = 3). *p < 0.05.

### The expression of H19 and TβR3 is decreased in FGR placentae

Given that failure of trophoblast invasion is associated with FGR [7, 8] and that H19 positively regulates trophoblast cell migration and invasion through TβR3-mediated signaling (current work), we sought to determine whether the expression of H19 and TβR3 might be altered in human FGR placentae. Thus, placental tissue was collected from pregnancies with idiopathic preterm FGR (*n* = 12) and gestational age-matched controls with spontaneous preterm delivery (*n* = 12) (Patient characteristics in Supplementary Table S1). RNAs were isolated and gene expression levels were determined by RT-qPCR. Mann-Whitney *U* test revealed a significant H19 decrease in the FGR placentae (FGR) compared to the control (CON) group (Figure 4A, *p* = 0.024,). Not surprisingly, there was a parallel decrease in TβR3 in the FGR compared to the CON group (Figure 4B, *p* = 0.0145,). Spearman correlation showed a positive relationship between H19 and TβR3 (Figure 4C, *p* < 0.0001), suggesting an *in vivo* functional interaction between H19 and TβR3. Notably, there was no significant difference in the expression of TβR1 between the two groups (Figure 4D). Together, these results suggested that decreased expression of H19 and TβR3 might contribute to impaired migration and invasion of trophoblast cells during placental development in pregnancies complicated by FGR.

**Figure 4:**
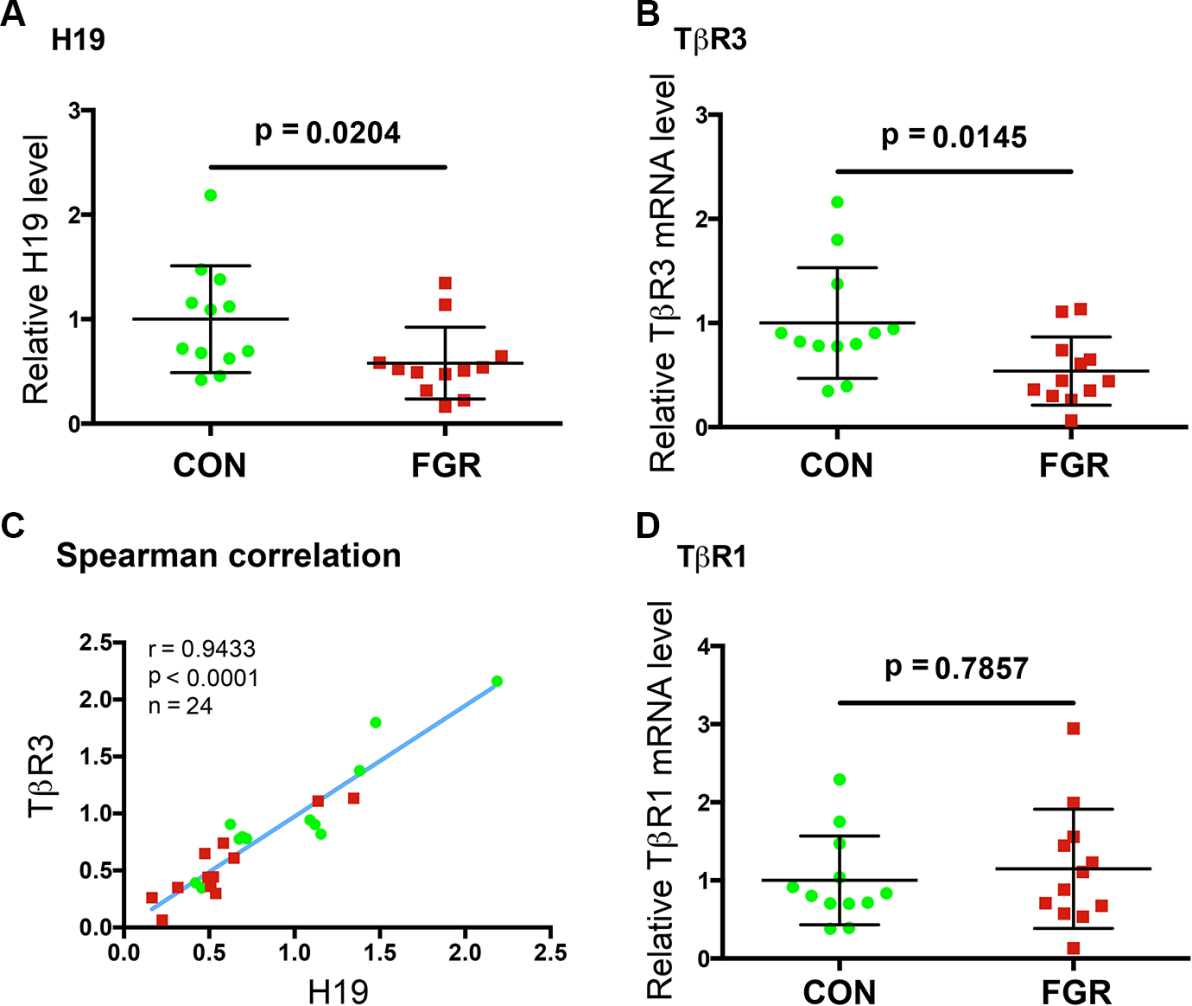
The expressions of H19 and TβR3 are significantly decreased in the FGR placentae (**A, B, D**) Scatter plot of RNA levels determined by RT-qPCR. The horizontal line represents group median, and the whiskers mark the interquartile range (**C**) Spearman correlation suggests an *in vivo* positive correlation between the expressions of H19 and TβR3 in a statistically significant manner. Spearman correlation coefficient, *p* values, and sample numbers are marked on the left top of the plot.

## DISCUSSION

In the present study we show that H19 repression decreases TGF-β signaling via the Par6/Smurf1/RhoA pathway activated by TβR3, leading to impaired migration and invasion of EVT cells (Figure 5). We provide evidence that dysregulation of H19/TβR3 signaling may contribute to the underlying mechanism of idiopathic FGR.

**Figure 5:**
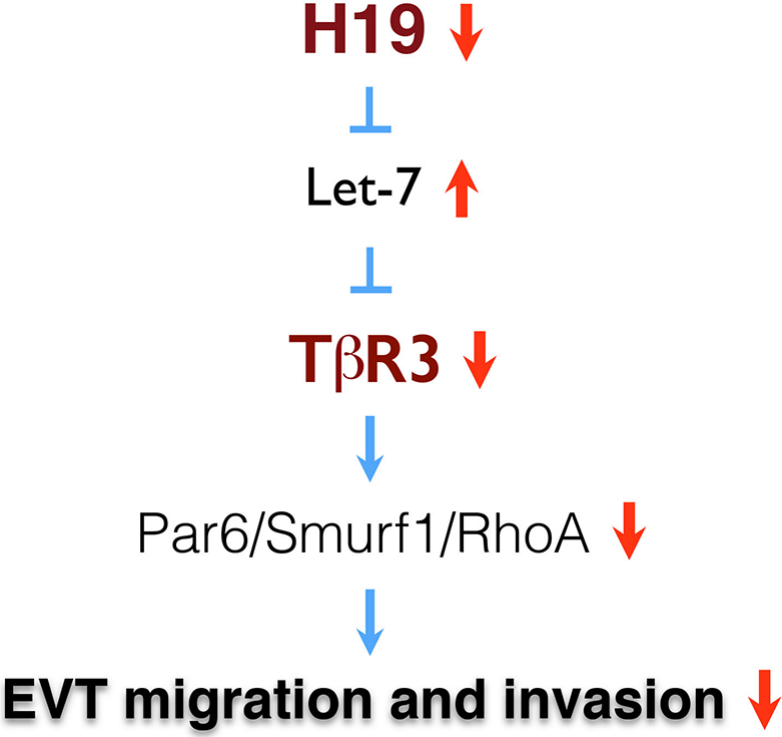
A model of H19/TβR3-mediated signaling in the regulation of EVT migration and invasion

The role of different, individual TGF-β cytokine isoforms in regulating EVT migration and invasion has been studied for many years (reviewed in [8, 27]). Recently, imbalanced TGF-β signaling through two TβR1 receptor subtypes (ALK5 and ALK1) has been suggested as a pathogenic cause of FGR [37]. In this work, the authors presented evidence for altered TGF-β signaling via the canonical SMAD pathway, leading to an elevated sphingosine:ceramide ratio found in FGR placentae. They postulated that this finding explains the augmented trophoblast cell death rates and impaired placentation seen in FGR. However, they also noted that the canonical SMAD pathway does not entirely explain their findings and suggest a role for a non-redundant mechanism by which TGF-β signaling is altered in cases of FGR. Our study uncovers a novel pathway, Par6/Smurf1/RhoA, which is activated by TβR3 and regulates trophoblast cell migration and invasion. It is possible that both the canonical and the non-canonical pathways play critical and non-redundant roles in placentation. It remains to be investigated whether the two pathways cross-talk and whether they may act in concert to regulate trophoblast cell function.

While believing that TβR3 is one downstream mediator of the H19/let-7-mediated regulation, our RNA-seq data revealed numerous gene expression changes as a result of H19 knockdown (Supplementary Data 1). 

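Genes for matrix proteases and their inhibitors, integrins and matrix proteins were mostly higher in siH19 cells. Interferon-stimulated genes, the list of p53 targets and apoptosis regulators, and histone genes were mostly lower. Of 25 tested genes for matrix metalloproteinases, plasminogen activation and their inhibitors, 20 were higher and 2 lower. The metalloproteinase inhibitor gene TIMP3 was the highest of those named, followed by MMP17 (a log2 fold change of 1.60), PLAT (1.02) and the urokinase receptor gene PLAUR (0.97). Of 13 integrin genes, 11 were higher and none was lower, with ITGB3 at 1.64 and ITGA2 at 0.99. ITGB3 had 0.476 FPKM in siCon and 1.48 in siH19 cells in the authors' deposited table, below the minimum mean for list medians. Of 29 genes for collagens, laminins and other matrix proteins, 19 were higher and 5 lower, with NID1, whose longest 3' UTR holds GCAGTAC, at 1.57 and TNC at 1.45. Their medians were 0.53, 0.43 and 0.25, each among the highest 0.5% of random lists.
Of 33 genes of the hypoxia response and glycolysis, 27 were higher and 3 lower. CA12 (1.39) and VEGFA (1.08), both targets of hypoxia-inducible factors, were higher, as was HIF1A (0.82), which encodes a subunit of these factors and also holds GCAGTAC in its longest 3' UTR. Of 28 genes of the unfolded protein and integrated stress responses, 17 were higher and 4 lower, with CHAC1 at 0.98 and the cystine transporter gene SLC7A11 at -0.86. The medians of 0.29 and 0.26 also lay among the highest 0.5%. Of 18 listed marker genes of extravillous trophoblasts, only 9 were tested, of which 6 were higher and 2 lower. Among the higher ones were NOTUM (0.74) and FLT1 (0.66), at 2.43 and 1.58 FPKM in siCon cells in the authors' deposited table. The median of the 9 tested markers, 0.55, lay at the 99.9th percentile. It was at the 80.2th when only genes of at least 5 FPKM were kept, and at the 99.46th with a pseudocount of 1 FPKM.
Replication-dependent histone genes were the group with the lowest median, -0.74, and of 34 tested 23 were lower and none was higher. HIST1H3J was at -1.44 and HIST1H2BJ at -1.29. Most histone loci are at most 500 bp long, and the only 5 other tested genes in their range up to that length had a median of -0.37. Of 24 interferon-stimulated genes and sensors of double-stranded RNA, 17 were lower and 2 higher, with IFIT2 at -0.92 and STAT2 at -0.76. Of 28 p53 targets and apoptosis regulators, 16 were lower and 3 higher, with GADD45B at -0.65 and SESN2 at -0.56, and GADD45A higher at 0.49. The medians of -0.41 and -0.22 lay among the lowest 0.5%. Of 81 nuclear genes for respiratory complexes and ATP synthase, 41 were lower and 7 higher, with a median of -0.13. Of 34 proteasome genes, 19 were lower and 2 higher, also with a median of -0.13. Both medians lay among the lowest 0.5%, but that of the proteasome genes was at the 4.33th percentile with matching on transcript GC content and at the 0.68th without genes that hold GCAGTAC, both settings added after seeing the data. Adjusted over the list alone, the interferon-stimulated genes that were lower numbered 18, and the counts of the other lists named here stayed as given.

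**Figure D2:**
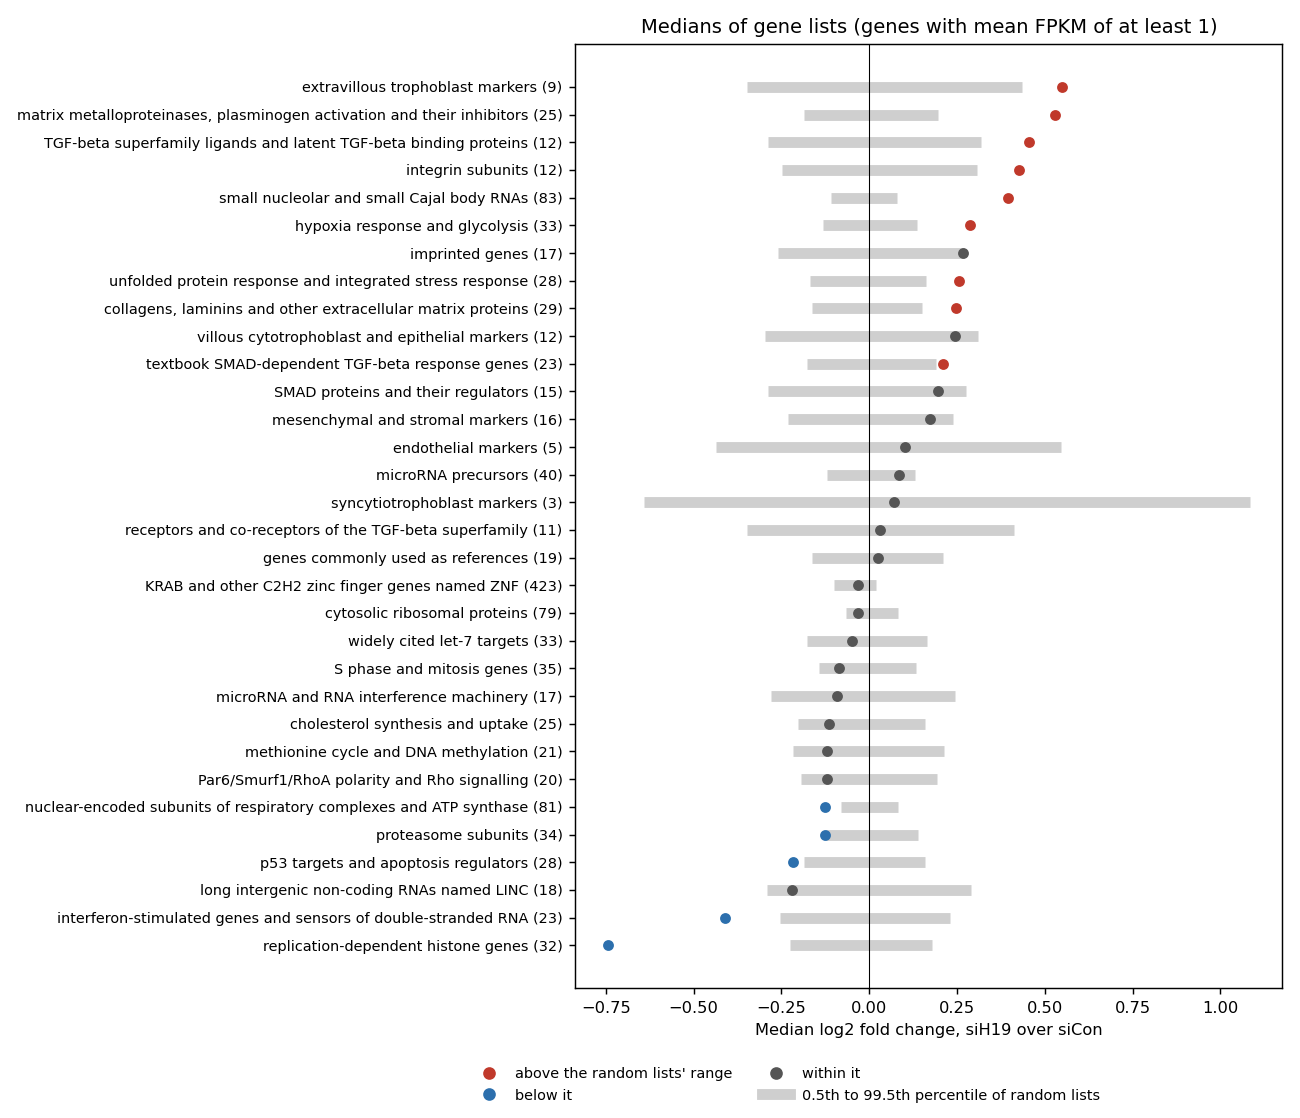
Median log2 fold change, siH19 over siCon, of each gene list (points) with the number of its genes at a mean FPKM of at least 1, and the range of matched random lists without the lowest and highest 0.5% (grey bars). Points above the bars are red and points below them blue; histone genes at -0.74 and extravillous trophoblast markers at 0.55 mark the ends.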

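Genes whose 3' UTR matches the let-7 seed were lower by a small margin after H19 knockdown. The match searched was the 8-mer CTACCTCA in the longest annotated 3' UTR of each gene. It was found in 478 of 11416 tested genes, among them 7 of the named genes. TGFBR3, COL3A1, EIF2C3 and ROBO4 of these were called lower, and TGFBR1, SMAD2 and STEAP3 higher. In the authors' deposited table, 208 of these genes were called lower, 121 higher and 149 neither. This is 43.5% called lower, against 34.9% of the 9373 genes without any 7-mer or 8-mer match. The genes with the 8-mer had a median log2 fold change of -0.08, against -0.02 for those without any such match. Random lists had a median of -0.04, or -0.05 when also matched on 3' UTR length. The median of the 8-mer genes lay at the 0.35th percentile of random lists matched on FPKM. It was at the 1.77th percentile when random lists were also matched on 3' UTR length, at the 0.86th with matching on 3' UTR GC content (added after seeing the data), and at the 11.3th with the shortest 3' UTR of each gene. With any annotated 3' UTR searched, also added after seeing the data, it was at the 0.21th. Genes with any 7-mer or 8-mer match lay at the 0.0th. Ranked from the lowest median among all heptamers, the let-7 heptamer CTACCTC was at rank 5027, with a median of -0.06 against -0.04 for the median heptamer. That ranking spans heptamers of every base composition, and fold changes varied with GC content. CTACCTC was not ranked among heptamers with as many A and T bases. Its rank was 4817 within bins of 3' UTR length and 3518 when only genes of at least 5 FPKM were kept. With any annotated 3' UTR searched it was 4517.
Of 34 widely cited let-7 targets, TGFBR3 included, 12 were higher and 14 lower, also when adjusted over the list alone. HMGA2, which encodes a chromatin protein, was higher at 0.63; its longest annotated 3' UTR belongs to an alternative isoform and holds no 8-mer. The median of -0.05 lay at the 35.4th percentile. None of the let-7 genes listed beforehand was tested. Hosts of let-7 missing from that list, named after their values were seen, were MIR100HG (let-7a-2) and WDR82 (let-7g), called higher at 0.69 and 0.29, and HUWE1 (let-7f-2), called lower at -0.29. MIR675, the microRNA gene within H19, was listed at 0 FPKM in both groups of the authors' deposited table.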

The partial rescue of TβR3 expression by iLet7 (Figure 2A, middle column) versus the full restoration of migration and invasion to the siH19 cells by iLet7 (Figure 1A–1C) implicates other let-7-targeted genes in the H19-mediated regulation. The incomplete restoration of TβR3 expression by iLet7 was not surprising given that H19 is a multifunctional lncRNA. We have recently reported that H19 alters gene methylation genome-wide through modulation of the S-adenosylhomocysteine hydrolase activity [23], including H19 knockdown-induced hypomethylation of TβR3 in the intron region [23]. It remains to be tested whether downregulation of H19 in human trophoblast cells might induce methylation changes in the TβR3 gene, which may explain the partial restoration of TβR3 expression by iLet7. Our findings represent the first example of a lncRNA-based mechanism of FGR and hold promise for the development of novel predictive, diagnostic and therapeutic modalities for idiopathic FGR.

## MATERIALS AND METHODS

### Materials

HTR-8/SVneo cells were a generous gift from Charles Graham (Queen's University, Kingston, Canada) and were cultured in RPMI1640 (Gibco, 11965-092) supplemented with 10% fetal bovine serum, heat inactivated, 1% penicillin/streptomycin, and 1% L-glutamine. Antibodies for TβR3 (Abcam, ab166705; used at a dilution of 1/500), Par6 (Abcam, ab180159; used at a dilution of 1/1000), TUBB (Abcam, ab6046; used at a dilution of 1/10000), ACTB (Cell Signaling, 4967; used at a dilution of 1/10000), RhoA (Cell Signaling, 2117; used at a dilution of 1/1000), SMAD2/3 (Cell Signaling, 3102; used at a dilution of 1/1000), and phosphorylated SMAD2/3 (Cell Signaling, 3101; used at a dilution of 1/1000) were purchased. siH19 (Ambion, 4390816/n272452), siTβR3 (Dharmacon, L-010545-00), siPar6 (Ambion, 4392420/s27161), siCon (Ambion, Am4636), iLet7 (Ambion, 4392431), iCon (Ambion, AM17010), let-7 mimics (let-7) (Ambion, AM17100/PM10050) and miCon (Ambion, AM17110) were purchased. Plasmids expressing human H19 (pH19) and empty vector were previously described [14, 16]. TGF-β2 cytokine was purchased (Cell Signaling, 8406).

### siRNA knockdown, iLet-7 rescue, and H19 overexpression experiments

Cells were transfected in a 48-well plate scale. To prepare siRNA transfection solution for each well, 15 pmol of siCon (or siH19, siPar6, siTβR3) was mixed with 50 μl OPTI-MEM by gentle pipetting. In parallel, 0.5 μl Lipofectamine 2000 was mixed with 50 μl OPTI-MEM. Following 5 minutes of incubation at room temperature (RT), the two were mixed by gentle pipetting and incubated for 20 to 30 minutes at RT to allow siRNA/lipid complexes to form. At the end of incubation, the 200 μl transfection solution was used to re-suspend the cell pellet (~4 × 10^4^ cells/well). After incubation at RT for 10 minutes, regular growth medium was added at a ratio of 1:3 (1 volume of transfection solution/2 volumes of growth medium) and the cell suspension was transferred to the culture plate. After 24 h incubation at 37°C in 5% CO_2_, the medium was replaced with fresh growth medium. RNAs and proteins were extracted and analyzed at the indicated time points following transfection.

Plasmid DNA transfections were carried out as described for siRNA, except that 0.8 μg DNA in 50 μl OPTI-MEM and 0.5 μl Lipofectamine 2000 in 50 μl OPTI-MEM were used for each well of cells (the 100 μl of final transfection reagent with 400 μl of regular growth medium were added to each well). For iLet7 rescue experiments, 15 pmol of siCon/siH19 and 45 pmol of iCon/iLet7 were used for each well of cells.

### RNA extraction and RT-qPCR

Total RNAs were extracted from cells using PureLink RNA Mini Kit (Ambion, catalog number 12183018A). cDNA was synthesized using Bio-Rad iSCRIPT kit (1725122) in a 20 μl reaction containing 100–500 ng of total RNA. Real-time quantitative PCR was performed in a 15 μl reaction containing 0.5–1 μl of cDNA using iQSYBRGreen (Bio-Rad) in a Bio-Rad iCycler. PCR was performed by initial denaturation at 95°C for 5 min, followed by 40 cycles of 30 sec at 95°C, 30 sec at 60°C, and 30 sec at 72°C. Specificity was verified by melting curve analysis and agarose gel electrophoresis. The threshold cycle (Ct) values of each sample were used in the post-PCR data analysis. The real-time PCR primers are listed in Supplementary Table 2.

### Western blot analysis

Cell pellets were quickly lysed in 5 volumes of 2× SDS-sample buffer heated at 100°C for 5 min, with occasional vortexing. Five to 10 μl of homogenized samples were loaded onto 10% SDS gel, followed by Western blot analysis. The linear dynamic range of each protein of interest was determined by serial dilutions. Bands on Western blot gels were quantified using ImageJ.

### Let-7 transfection and TβR3 RNA and protein analysis

To provide further evidence that TβR3 is a target of let-7, let-7 mimics were transfected into HTR cells in a 48-well plate scale, followed by RNA and protein analyses 6 h and 48 h later, respectively. To analyze let-7 effects on RNA stability, let-7 transfection combined with actinomycin D time course analysis was performed. To prepare transfection cocktail, 1 pmol of control miRNA (miCon) or let-7a mimic was mixed with 50 μl of OPTI-MEM. In parallel, 0.5 μl of Lipofectamine 2000 was mixed with 50 μl of OPTI-MEM. Following 5 min of incubation, the two solutions were mixed and incubated at RT for 20 min. The resulting 100 μl of transfection cocktail was added to HTR cells pre-washed with OPTI-MEM. Upon adding the transfection cocktail, actinomycin D was also added to each well at a final concentration of 10 μg/ml. Total RNA was extracted at the indicated time points, followed by RT-qPCR analysis. Results are presented after normalization against beta-tubulin mRNA levels with 0 time point RNA levels arbitrarily set as 1. For TβR3 western blot analysis, cells harvested at 48 h post-transfection were lysed in 5 volumes of 2× SDS-sample buffer heated at 100°C for 5 min. Five to 10 ml of homogenized samples were loaded onto 10% SDS gel, followed by Western blot analysis as described above.

### Quantitative cell migration and invasion assays

These were carried out as previously described [38] with minor modifications. Briefly, transwell chambers (Corning, 3422, 8-μm pores) placed into a 24-well plate (Fisher Scientific, 07200150,) were used in the assays. The lower chamber was filled with 500 μl RPMI 1640 containing 20% FBS. Cells were trypsinized, counted, and re suspended in serum-free RPMI. For migration assays, 5 × 10^4^ cells in 200 μl serum-free RPMI were added to the upper chamber. Equal numbers of cells from experimental and control groups were loaded into the upper chamber. The cells were allowed to migrate for 20 h at 37°C before fixing. For invasion assays, 100 μl Matrigel (BD Biosciences, Bedford, MA, USA), 1:3 diluted in serum-free RPMI, was coated onto the upper chamber and incubated at 37°C for 2 h. Equal numbers of cells from experimental and control groups were seeded into the upper chamber at a concentration of 8 × 10^4^/200 μl and incubated for 36 h at 37°C before fixing. The non-migrated cells were removed from the upper surface of the membrane by scraping with a cotton swab. Cells on the bottom surface of the membrane were fixed with 95% ethanol at RT for 30 min, gently rinsed with phosphate-buffered saline (PBS), stained with Dapi for 5 min, and photographed using a Zeiss (Melville, NY, USA) microscope system. Migration/invasion was assessed by counting the number of stained cell nuclei from 5 random fields per filter in each group at ×100 magnification. The experiments were conducted in triplicate. Cell counts were expressed as the mean number of cells per field of view.

### Cell viability analysis

To prepare for cell viability analysis, cells were seeded at 48 h post-transfection in 96-well plates at a density of 1 × 10^4^/well at the same time when migration and invasion assays were initiated. Cells were allowed to grow for 36 h and viabilities were determined using the Cell Titer Blue Cell Viability kit (Promega) according to the manufacturer's protocols.

### Cytokine treatment

Cells were transfected with siCon, siTβR3 or siPar6 in 48-well plates as described above. The medium was changed into serum-free RPMI 1640 at 24 h post-transfection. TGF-β2 was applied to the cell 48 h post-transfection at a final concentration of 20 ng/ml in serum-free RPMI 1640. Six hours later, protein was extracted, followed by Western blot analysis.

### Study population

We studied placenta samples from 24 women enrolled in the following groups:

idiopathic fetal growth restriction (FGR, *n* = 12) and preterm control (CON, *n* = 12). Placentae were collected under protocols approved by the Human Investigation Committee of Yale University. Informed consent was obtained from all participants prior to enrollment. Gestational age was established based on menstrual dating confirmed by sonographic examination prior to 20 weeks' of gestation. Characteristics of the study population are shown in Supplementary Table 2.

The CON group consisted of placentae from pregnancies with spontaneous preterm labor and/or preterm premature rupture of membranes without evidence of clinical nor histological chorioamnionitis. FGR was defined as weight < 10th percentile for gestational age at birth in pregnancies not complicated by preeclampsia. A detailed description of these patients was previously reported [39–41].

### Tissue collection and analysis of gene expression

Following delivery, placentae were brought immediately to the laboratory. Approximately 1 g of placental villous tissue from the central region of the placenta (dissected free from decidua basalis) was collected, frozen in liquid nitrogen, and maintained at −80°C. RNA was extracted from placental tissue using Trizol reagent (Life Technologies, Grand Island, NY). cDNA was synthesized from 3–5 μg RNA using oligo-deoxythymidine 12–18 (catalog item 18418-012; Invitrogen) and SuperScript II reverse transcriptase (catalog item 18064-014; Invitrogen) in a 20 μl reaction volume according to the manufacturer's instructions. qPCR was performed as described above using beta-tubulin mRNA as a loading control.

### Statistical analysis

Patient characteristics and *in vivo* gene expression data are presented as median and interquartile range (IQR) and were analyzed using Mann-Whitney *U*-test. Spearman correlations were performed for gene co-expression analyses. *In vitro* data are presented as mean ± standard deviation (SD) and analyzed using two-tailed Student *t* test. Statistical analyses were performed using the Statistical Package for the Social Science (SPSS) computer software version 17.0 (IBM SPSS Statistics, Chicago, IL, USA). Figures were constructed using Prism 6 version 6.0f (GraphPad Software, Inc.). *P*-values < 0.05 were considered significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: H19 long noncoding RNA alters trophoblast cell migration and invasion by regulating TβR3 in placentae with fetal growth restriction
**Source:** Oncotarget. 2016 May 21;7(25):38398–407. doi: 10.18632/oncotarget.9534
**Supplement:** Supplementary file 1

H19 long noncoding RNA alters trophoblast cell migration and invasion by regulating TβR3 in placentae with fetal growth restriction

Supplementary Materials

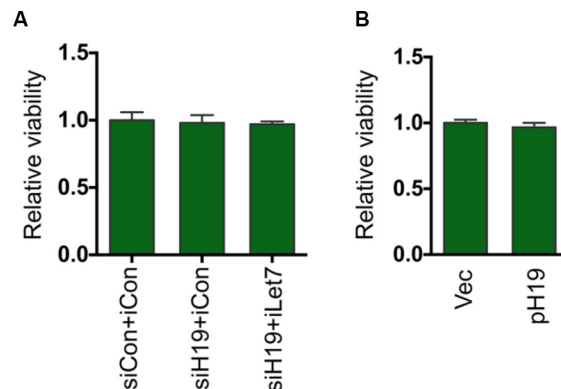

Supplementary Figure S1: Cell viability. HTR cells were transfected with (A) siCon plus iCon, siH19 plus iCon or siH19 plus iLet7, or (B) Vec or pH19. Forty-eight hours later, cells were detached from the plate and seeded into 96-well plates at a density of 1×10^4 /well at the same time when migration and invasion assays were initiated. Cells were allowed to grow for 36 h and viabilities were determined. The relative viabilities are presented with those of the control groups (siCon+iCon or Vec) arbitrarily set as 1.

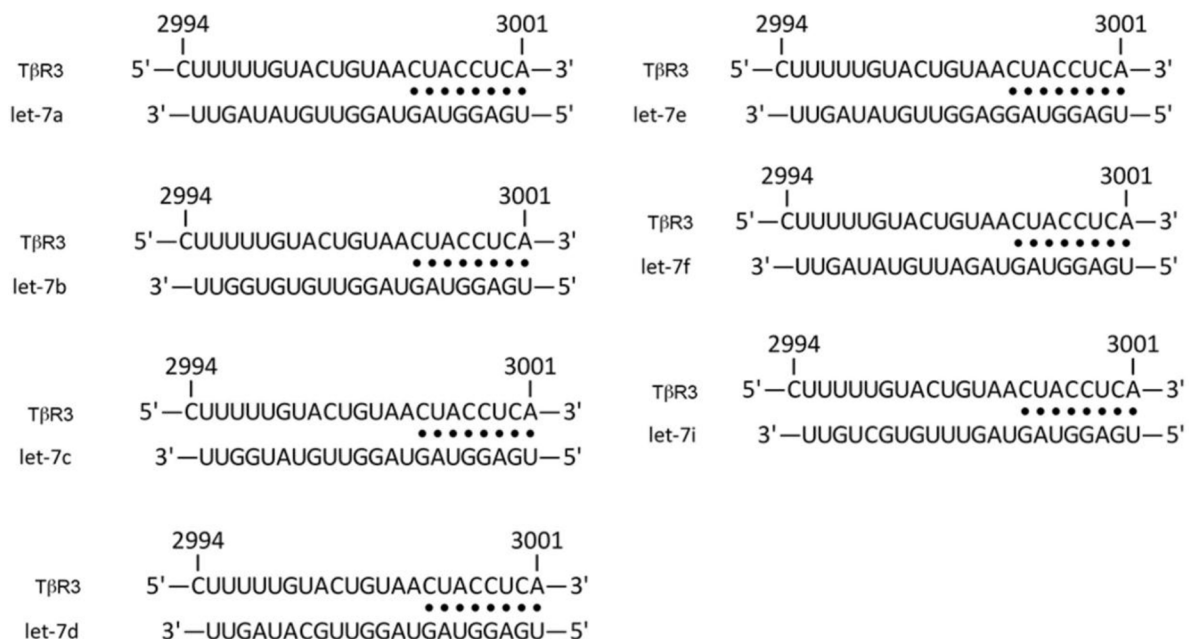

Supplementary Figure S2: Schematic presentation of let-7-binding sites in TβR3 mRNA 3'-UTR. Partial sequence of human TβR3 (top) and the sequences of let-7 suptypes (bottom) are shown. Base-paired interactions between the microRNA seed region (position 2 to 8) and the target mRNA are indicated by dots. Numbers are in nucleotides relative to the transcriptional start site of TβR3.

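The let-7 match in TGFBR3 lies near the end of the longest annotated 3' UTR of the gene. In GENCODE release 29 on GRCh38, TGFBR3 is on the minus strand of chromosome 1, and the transcript with the longest 3' UTR has 17 exons and 6465 nt. Its 3' UTR of 3394 nt holds the sequence CTTTTTGTACTGTAACTACCTCA, written as DNA. Its last 8 bases are CTACCTCA, of which CTACCTC pairs with the seed of let-7 and the A follows that match. The 8 bases lie in exon 17 at positions 91680738 to 91680745. Counted from the first base of the 3' UTR, these are bases 2994 to 3001. Counted from the start of the transcript, they are bases 6065 to 6072. The other coding transcripts of TGFBR3, with 3' UTRs of 1313, 1309 and 10 nt, hold no such 8-mer. The files do not separate these transcripts, so which of them HTR cells use is not known.

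**Figure D3:**
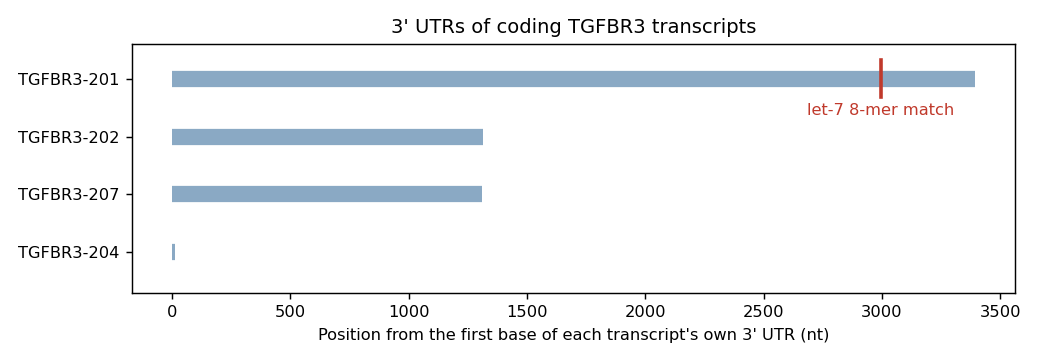
The 3' UTRs of the coding TGFBR3 transcripts in GENCODE release 29, each drawn from its own first base (nt). The red line marks the let-7 8-mer match, at base 2994 of the longest 3' UTR, which has 3394 nt.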

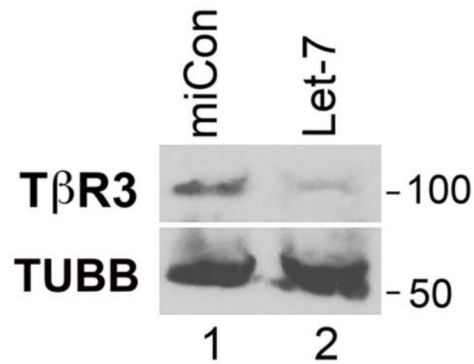

Supplementary Figure S3: HTR cells were transfected with miCon or Let-7, followed by western blot analysis at 48 h post-transfection. TUBB was used as a loading control. Protein markers in kDa are show on the right.

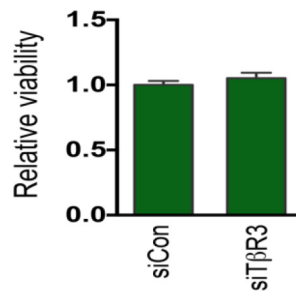

Supplementary Figure S4: Cell viability. HTR cells were transfected with siCon or siTβR3. Forty-eight hours later, cells were detached from the plate and seeded into 96-well plates at a density of 1×10^4 /well at the same time when migration and invasion assays were initiated. Cells were allowed to grow for 36 h, followed by viability analysis. The relative viabilities are presented with that of the siCon group arbitrarily set as 1.

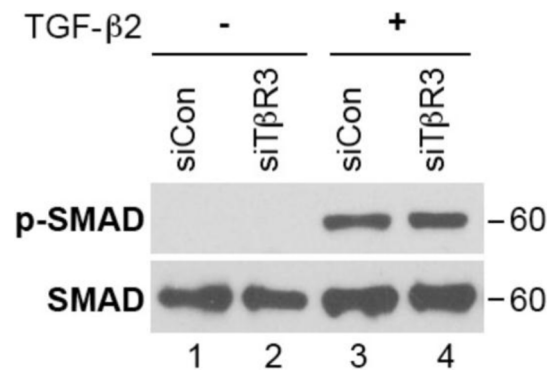

Supplementary Figure S5: TβR3 knockdown does not affect SMAD-mediated signaling. HTR cells were transfected with siCon, or siTβR3. At 48 h post-transfection, cells were treated with (+) or without (-) TGF-β2 for 6 h, followed by Western blot analysis to determine protein levels of phosphorylated SMAD2 (p-SMAD) and total SMAD2 (SMAD). Molecular size markers in kDa are indicated on the right.

Supplementary Table S1: Characteristics of the study population

Variables	CON<br><i>n</i> = 12	IUGR<br><i>n</i> = 12	<i>P</i> value
**Demographic and clinical characteristics**			
Age, <i>years</i> [†]	28 [23 – 32]	27 [20 – 34]	0.931
Gravidity [†]	2 [1 – 3]	2 [1 – 3]	0.582
Parity [†]	0 [0 – 1]	0 [0 – 1]	0.801
Non Caucasian race [‡]	3 (25)	6 (50)	0.400
Maternal body mass index [†]	32 [22 – 45]	25 [20 – 29]	0.202
Gestational age at delivery, <i>weeks</i> [†]	31 [30 – 33]	30 [29 – 34]	0.862
Birthweight, grams [†]	1,783 [1,358 – 1,953]	880 [695 – 1,445]	0.006
PPROM [‡]	6 (50)	0 (0)	0.014
1 minute Apgar [†]	7 [6 – 8]	8 [2 – 9]	1.000
5 minute Apgar [†]	9 [8 – 9]	9 [7 – 9]	0.674
Cesarean delivery [†]	5 (42)	11 (92)	0.027
**Umbilical arterial Doppler assessment**			
Resistivity index	NA	0.91 [0.78 – 0.97]	NA
Pulsatility index	NA	2.1 [1.4 – 2.5]	NA
S/D ratio	NA	4.4 [3.5 – 16.0]	NA
Absent End-Diastolic Flow	NA	12 (100)	NA

[†]Data presented as median [interquartile range] and analyzed by Mann-Whitney *U* test.

[‡]Data presented as *n* (%) and analyzed by Fisher's exact tests.

PPROM: preterm premature rupture of the membranes; S/D ratio: systolic/diastolic ratio.

Supplementary Table S2: Real-time PCR primer sequences

Gene	Forward primer	Reverse primer
H19	5'-ACTCAGGAATCGGCTCTGGAA-3'	5'-CTGCTGTTCCGATGGTGTCTT-3'
β-Tubulin	5'-CGTGTTTCGGCCAGAGTGGTGC-3'	5'-GGGTGAGGGCATGACGCTGAA-3'
β-Actin	5'-ATCAAGATCATTGCTCCTCCTGAG-3'	5'-CTGCTTGCTGATCCACATCTG-3'
TβR1	5'-CCTCACTGAGAGGGAACAGA-3'	5'-AAGATGATCTCCAGCACAGC-3'
TβR3	5'-CTGGCCAGCTACAGAGAGAG-3'	5'-ACCCTCAGACACCAAAAACA-3'

Supplementary Data S1: Galaxy1121-(Cuffdiff_on_data_28)

How the deposited data were processed for this re-analysis (not part of the article)

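RNA from HTR cells transfected with siCon or siH19 was sequenced 48 h later, with 6 libraries per group according to the labels. The authors aligned reads with TopHat2 2.0.7 (the notes also list TopHat 1.0.0) and compared the groups with Cuffdiff 2.1.1. The authors' deposited table is the gene-level output of that comparison: 1 FPKM value per group, a test statistic, a p-value, a Benjamini-Hochberg q-value and a call. The p- and q-values and the test statistic (score) are used as deposited, as the authors' Cuffdiff run made them. FPKM is normalized for transcript length and library size, so it was not rescaled, and no count-based model was fitted. The notes name the mouse build mm10, but the rows are human genes. The table's coordinates were therefore used for locus length only and never joined to another build.

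In the table, 28 symbols had been turned into dates and 666 fold change cells were damaged. Fold changes were computed again from the FPKM columns. Of the tested genes, 2990 share their locus with another symbol. All 1999 rows of the paper's supplementary table that were at hand, which stops before its end, have the same FPKM values as the deposited table. TUBB, the paper's reference transcript, is listed at 0 FPKM on an alternative haplotype and gives no reference.

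Named genes are those the paper names, the 10 largest increases and 10 largest decreases among called genes with an FPKM of at least 1 in both groups, and up to 4 called genes of each list. The 34 lists cover TGF-β receptors, ligands, SMADs and response genes, the Par6/Smurf1/RhoA pathway, let-7 targets and let-7 primary transcripts, imprinted genes, proteases and their inhibitors, integrins, matrix, stress, cell cycle and metabolism genes, cell type markers, and families defined by symbol. About 40 rows of the paper's table, whose FPKM values are those of the deposited one, had been read when they were written. Each list was given its numbers of called genes among all tested, also with the authors' p-values adjusted over the list alone. It was also given the median log2 fold change of its tested genes with a mean FPKM of at least 1. The median was compared with 10000 random lists drawn within 20 bins of mean FPKM. Of the 34 lists, 32 had at least 3 genes. For these 0.32 lists are beyond the limits by chance if the genes of a list vary independently. Genes of 1 list can vary together and some lists share members, so more lists can pass the limits.

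3' UTRs came from GENCODE release 29. Symbols were matched directly or through older symbols, which gave a 3' UTR for 93.2% of the 12255 tested symbols with a mean FPKM of at least 1. All heptamers were ranked by the median log2 fold change of the genes whose longest 3' UTR holds them, and also by the difference from genes without them within 20 bins of 3' UTR length. The steps were tested on simulated data. Simulated lists were random genes, with fold changes shuffled within bins of mean FPKM. With no shift, 1.0% of 200 lists of 20 genes stood apart, which this design sets. With a shift of 0.2 (log2) 26.5% did, and with a shift of 0.4 97.0% did. A heptamer given a shift of 0.2 ranked first in 20 of 20 simulations, among heptamers found in at least 100 genes. Fold changes were first shuffled over all genes, which removes their trends with base composition and 3' UTR length. Smaller shifts on heptamers were not simulated.

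Alternatives covered the threshold, the adjustment, a minimum fold change, filters on low FPKM, pseudocounts, scaling, shared loci, and the matching of random lists. Alternatives on GC content, on genes with the highest heptamer and on any annotated 3' UTR were added after seeing the data. Values relative to TUBB were not run because TUBB is listed at 0 FPKM, and a replicate block and leave-one-out were not because the table holds 1 value per group. Depth is unknown, so no interval for a single gene can be given. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.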

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

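The tests on the GC content of transcripts, on the base composition of 3' UTRs, on short genes and on S phase genes, the resampled step from heptamer to 8-mer, and the reading of calls by FPKM through the share at 5 FPKM or more, were chosen after the result was seen; for short and S phase genes, medians of short loci and of the whole cell cycle list were already known.

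The gene groups below lie outside those the paper discusses, and each had a median log2 fold change beyond the limits of random lists. Groups with a higher median were matrix metalloproteinases, plasminogen activation and their inhibitors (0.53), integrins (0.43), matrix proteins (0.25), the unfolded protein and integrated stress responses (0.26), hypoxia and glycolysis (0.29) and extravillous trophoblast markers (0.55). Groups with a lower median were p53 targets and apoptosis regulators (-0.22), interferon-stimulated genes (-0.41), respiratory complexes (-0.13), proteasome subunits (-0.13) and replication-dependent histone genes (-0.74). Under other settings 2 of these groups came within the limits: the extravillous trophoblast markers at a minimum of 5 FPKM (80.2th percentile) or a pseudocount of 1 FPKM (99.46th), and the proteasome subunits with matching on GC content (4.33th) or without genes that hold GCAGTAC (0.68th), the last 2 settings added after seeing the data. The heptamer GCAGTAC was picked out by its genes' median of 0.22.

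The authors' deposited table calls 65.6% of the tested genes. A trend with GC content is present, from a median of -0.17 in the 1183 genes of lowest transcript GC content to 0.24 in the 1182 of highest. Taking it off lowered the SD of called fold changes by 7.0% and turned the direction of 297 called genes (3.8%). The trend thus makes up little of the spread of called fold changes. Calls were not recounted without it, and most called changes were small, so the share of calls it accounts for is unknown. Calls concentrated in genes with low FPKM do not account for the share called. Of the genes of 5 FPKM or more, 65.5% were called, and they hold 73.8% of all calls. The test first written compared these 65.5% with the 65.8% of the other genes. It came out for this cause, by 0.3 percentage points with a standard error of 0.97. A shift in scaling stays open: 45.8% of the calls were higher, 76.6% among changes of at least 2-fold, but the FPKM values are already scaled between libraries, so a balance of calls decides nothing. The spread between libraries is unknown, and no biological explanation was tested.

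Genes whose longest 3' UTR holds GCAGTAC, 589 in all, were called higher in 344 cases and lower in 121. Of them 58.4% were called higher, against 29.5% of genes without it, and 6 of the 10 largest increases named hold it. The heptamer was picked from these same fold changes, so these counts are not independent of that choice. GCAGTAC has the highest median of the heptamers found in at least 100 genes, a minimum chosen after the ranks were seen. Its lead is small, at 0.219 against 0.207 for the next highest, TCCCGCG. Among all heptamers GCAGTAC is at rank 2, after TCGGACG with 49 genes. Base composition and 3' UTR length do not account for it, since the highest median of 10000 random lists matched on FPKM, 3' UTR length and GC content was 0.007. A candidate explanation that stays open is a small RNA that pairs with this heptamer and was more active with siCon, such as the control siRNA: the order of medians written down beforehand for it was met in full (0.292 with the 8-mer GCAGTACA, 0.20 with the heptamer alone, -0.04 with the hexamer CAGTAC alone and -0.04 with the reverse complement alone), and the median was 0.46 with at least 2 sites against 0.21 with 1, but the heptamer was picked for its high median, and the step from heptamer to 8-mer had a resampled difference from -0.03 to 0.19. The paper names its siRNAs by catalogue number and its text gives no sequences, so none was compared with the heptamer. A response to H19 loss through the same match stays open too.

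Replication-dependent histone genes were lower, 23 of 34 tested, with a median of -0.74. Fewer cells in S phase were tested as a cause through 16 S phase genes, which had a median of 0.03, the lowest at -0.22. The wider list of 35 S phase and mitosis genes, 16 lower and 9 higher, had a median of -0.09. A loss of S phase cells that lowers S phase and histone genes alike is therefore not seen. Whether S phase genes follow the share of such cells as closely as histone genes was not tested, so a smaller loss stays open. Short length went against the test first written for it, since the 3183 other tested genes with loci up to the longest histone locus (13228 bp) had a median of 0.02. It is left open on a limit chosen after that value was seen, because 23 of the histone loci have at most 500 bp, where only 5 other tested genes lie, with a median of -0.371; 44 up to 1000 bp had a median of -0.09. Other changes in the making, processing or capture of histone mRNAs were not tested.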

How the results depend on the processing

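Lists matched on GC content, results without genes of the highest heptamer, let-7 genes matched on 3' UTR GC content and the search of any annotated 3' UTR were chosen after seeing the data. The decrease of H19 and the increase of TGFBR1 moved by less than 1.5 times under every alternative run, a limit chosen because there is no spread between replicates. H19 ranged from -1.19 to -0.83 and TGFBR1 from 0.87 to 1.03. TGFBR3 was at -0.76 with a pseudocount of 1 FPKM, which weighs on genes of low FPKM by construction, and from -1.37 to -1.23 under the others. With a Bonferroni adjustment 0 genes were higher and 0 lower, by construction, since the authors' smallest p-value of 5e-05 cannot pass it. At least 2-fold changes left 360 higher and 110 lower; centring on the median changed no direction. Among the lists, 14 stood apart, and 11 to 15 under the alternatives; none reversed. Ligands and response genes of TGF-β and extravillous trophoblast markers no longer stood apart at a minimum of 5 FPKM, nor these markers with a pseudocount of 1. Matched on GC content, ligands (99.2th percentile) and proteasome genes (4.33th) no longer stood apart, whereas ZNF genes (99.9th) did. Without genes of the highest heptamer, response genes (99.3th) and proteasome genes (0.68th) no longer did. Imprinted genes stood apart under 3 alternatives. The percentile of genes with a let-7 8-mer was 1.77 matched on 3' UTR length, 11.3 with the shortest 3' UTR and 0.86 matched on 3' UTR GC content; it was 0.00 for any 7-mer or 8-mer match and 0.21 with any annotated 3' UTR searched. The cause was not tested for these changes. No paired analysis was possible because the table holds 1 value per group. A replicate block and leave-one-out were not run for the same reason, nor values relative to TUBB, which is listed at 0. Depth is unknown, so its limits cannot be given.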

Differences from the paper's values

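The TGFBR1 RNA level in siH19 cells relative to siCon cells was 2.00 from the FPKM values. The paper's value is about 0.97 in Fig. 2A, read by eye, from RT-qPCR of cells that also received iCon, a separate transfection. Of the alternatives set before the data were examined, none that was run (a pseudocount of 0.1 or 1 FPKM, centring on the median, and values relative to ACTB) brings the values within 1.5 times of each other, and values relative to TUBB could not be had. The paper states that TβR1 mRNA was not affected in that experiment, whereas here TGFBR1 had a log2 fold change of 1.00 and was called higher in the authors' deposited table. In the same figure H19 and TβR3 are lower, as they are here. H19 was at 0.45 against about 0.34 in the figure, and TGFBR3 at 0.40 against about 0.27, both within 1.5 times. TGFBR3 passed that limit with centring on the median (0.41) and with a pseudocount of 0.1 (0.43) or 1 FPKM (0.59). H19 passed it with a pseudocount of 1 FPKM (0.56).

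The numbers that Fig. 2B and Supplementary Figure S2 print at the let-7 site match bases 2994 to 3001 here, which are counted from the first base of the 3' UTR. The legend of Supplementary Figure S2 counts from the transcriptional start site, from which the same bases are 6065 to 6072 of the transcript with the longest 3' UTR. In both figures the first number stands at the first base of the longer sequence shown, whereas here it is the first base of the 8-mer.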

Other observations

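The tests on base composition of the let-7 genes were chosen after the result was seen; those on let-7 activity and on the lowest heptamer were set before it, apart from the resampling of its genes.

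Imprinted genes were called in every tested case, 11 higher and 6 lower of 17. H19, the target of the siRNA, is 1 of the 6 and is part of the median; among the others were DIRAS3 at a log2 fold change of 2.02, GRB10 at 0.82 and NAP1L5 at -0.62. Their median of 0.27 lay at the 99.49th percentile of random lists, just within the limit. IGF2, the imprinted neighbour of H19, had too little signal for a test. Of 35 S phase and mitosis genes, 9 were higher and 16 lower (median -0.09, 7.70th percentile), with CCNB1 at -0.44 and KIF11 at 0.41. Of 25 genes of cholesterol synthesis and uptake, 3 were higher and 12 lower (median -0.12, 13.5th percentile), with INSIG1 at -1.06 and LDLR at -0.59. Of 21 genes of the methionine cycle and DNA methylation, 4 were higher and 10 lower (median -0.12, 11.6th percentile); DNMT1 was at 1.12 and DNMT3B at -0.57. AHCY, which encodes the S-adenosylhomocysteine hydrolase that the paper discusses, was at -0.00 and was not called. Of 17 genes of the microRNA machinery, 6 were higher and 7 lower (median -0.09, 29.3th percentile), with TNRC6A at 0.88 and EIF2C3 at -0.72. Of the genes named here, KIF11, DNMT1, EIF2C3 and the tubulin gene TUBB6 hold GCAGTAC in their longest 3' UTR.

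Of 19 genes commonly used as references, 8 were higher and 5 lower (median 0.02, 67.7th percentile); the tubulin gene TUBB6 was at 0.65, and ACTB at 0.05 was not called. Markers of villous cytotrophoblasts (7 higher and 2 lower of 12, median 0.24, 98.5th percentile), of stroma (9 and 3 of 16, median 0.17, 98.0th), of endothelium (2 and 1 of 5, median 0.10, 77.3th) and of syncytiotrophoblasts (1 and 0 of 3, median 0.07, 61.9th) stayed within the limits. Only 2 leukocyte markers were tested, of which CD68 was higher at 0.14. Of 79 ribosomal protein genes, 4 were higher and 16 lower (median -0.03, 7.41th percentile). Of 429 ZNF genes, 101 were higher and 134 lower (median -0.03, 72.0th percentile), and of 20 LINC genes, 4 were higher and 12 lower (median -0.22, 3.34th percentile). Of 46 genes with microRNA symbols, 6 were higher and none lower (median 0.09, 96.7th percentile); all 6 are long host transcripts (MIR31HG at 0.84, MIR17HG at 0.83, MIR100HG, MIR155HG, MIR210HG and MIR22HG, named after their values were seen), so no microRNA gene itself was called. None of 84 small nucleolar and Cajal body RNAs was called, though their median of 0.40 lay above all random lists.

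One hypothesis, set before the result, was that freeing let-7 from H19 lowers genes with let-7 sites more than genes with other heptamers. The let-7 heptamer CTACCTC was instead at rank 5027 of all heptamers from the lowest median, with 1249 genes and a median of -0.06. This is beyond the rank set for taking the hypothesis as unmet. The same heptamer was at rank 4817 within bins of 3' UTR length and at rank 3518 when only genes of at least 5 FPKM were kept. With any annotated 3' UTR searched, a setting added after seeing the data, it was at rank 4517. Fold changes rose with transcript GC content, so a rank among heptamers of every base composition can also reflect composition. CTACCTC was not ranked among heptamers with as many A and T bases, so these ranks alone do not decide the hypothesis. The genes with the 8-mer did have a median below the 0.5th percentile, so the 2 parts of the test differ. Matched on FPKM and 3' UTR GC content they lay at the 0.86th percentile, just within the limit, so base composition could account for part of their low median. These values do not exclude an effect on single genes such as TGFBR3.

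The heptamer of the lowest median, TATACGC, is in 82 genes, with a median of -0.18. Within bins of 3' UTR length it was at rank 25 from the lowest, and of the heptamers with as many A and T bases 0.02% (itself alone) were as low. It was picked as the lowest of all heptamers and rests on few genes: resampling them gave differences from -0.18 to 0.06 within length bins. These values therefore decide neither for nor against 3' UTR length or base composition.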
